# MicroRNAomes of Cattle Intestinal Tissues Revealed Possible miRNA Regulated Mechanisms Involved in *Escherichia coli* O157 Fecal Shedding

**DOI:** 10.3389/fcimb.2021.634505

**Published:** 2021-02-24

**Authors:** Ou Wang, Mi Zhou, Yanhong Chen, Tim A. McAllister, Graham Plastow, Kim Stanford, Brent Selinger, Le Luo Guan

**Keywords:** cattle, microRNA, gut, *E. coli* O157, super-shedder

## Abstract

Cattle have been suggested as the primary reservoirs of *E. coli* O157 mainly as a result of colonization of the recto-anal junction (RAJ) and subsequent shedding into the environment. Although a recent study reported different gene expression at RAJ between super-shedders (SS) and non-shedders (NS), the regulatory mechanisms of altered gene expression is unknown. This study aimed to investigate whether bovine non-coding RNAs play a role in regulating the differentially expressed (DE) genes between SS and NS, thus further influencing *E. coli* O157 shedding behavior in the animals through studying miRNAomes of the whole gastrointestinal tract including duodenum, proximal jejunum, distal jejunum, cecum, spiral colon, descending colon and rectum. The number of miRNAs detected in each intestinal region ranged from 390 ± 13 (duodenum) to 413 ± 49 (descending colon). Comparison between SS and NS revealed the number of differentially expressed (DE) miRNAs ranged from one (in descending colon) to eight (in distal jejunum), and through the whole gut, seven miRNAs were up-regulated and seven were down-regulated in SS. The distal jejunum and rectum were the regions where the most DE miRNAs were identified (eight and seven, respectively). The miRNAs, bta-miR-378b, bta-miR-2284j, and bta-miR-2284d were down-regulated in both distal jejunum and rectum of SS (log_2_fold-change: −2.7 to −3.8), bta-miR-2887 was down-regulated in the rectum of SS (log_2_fold-change: −3.2), and bta-miR-211 and bta-miR-29d-3p were up-regulated in the rectum of SS (log_2_fold-change: 4.5 and 2.2). Functional analysis of these miRNAs indicated their potential regulatory role in host immune functions, including hematological system development and immune cell trafficking. Our findings suggest that altered expression of miRNA in the gut of SS may lead to differential regulation of immune functions involved in *E. coli* O157 super-shedding in cattle.

## Introduction

*Escherichia coli* (*E. coli*) O157 is a foodborne pathogen that causes severe human disease, such as hemolytic uremic syndrome, bloody diarrhea, and even death (Pennington, 2010). The *E. coli* O157 in the feces of cattle shed into the farm environment can survive in the soil and water for extended periods of time (Maule, 2000) and can cause contamination of vegetables and fruits during planting and irrigation. Furthermore, fecal contamination in the food processing and preparation chain can also lead to the adulteration of meat (Ferens and Hovde, 2011). Cattle shedding >10^4^ CFU *E. coli* O157 per gram of feces are often referred as super-shedders (SS), which have been reported to be responsible for most of the *E. coli* O157 spread into the farm environment (Chase-Topping et al., 2008). However, only a small portion (<10%) of the cattle in a herd have been reported to be SS in a number of studies (Chase-Topping et al., 2008; Munns et al., 2014), suggesting certain individuals have a propensity to become SS. The recto-anal junction (RAJ) of cattle has been suggested to be the primary colonization site of *E. coli* O157 (Naylor et al., 2003), and our recent study revealed that expression of genes involved in immune functions at the RAJs differed between natural SS and non-shedders (NS, cattle negative for *E. coli* O157) (Wang O. et al., 2016). However, the regulatory mechanisms responsible for this differential gene expression in the RAJ of SS *vs* NS remains unclear.

One possibility is that the non-LEE-encoded type III secretive proteins and Shiga toxins produced by *E. coli* O157 may suppress host lymphocyte responses, as suggested by both *in vitro* and *in vivo* studies (Menge et al., 2003; Hoffman et al., 2006; Walle et al., 2013). Another possibility is that the regulatory mechanisms of the transcriptome that lead to immune responses in the gut may differ between SS and NS. One form of transcriptome regulation occurs through non-coding RNAs, especially microRNAs (miRNAs), which have been reported to regulate gene expression in many biological processes (Wahid et al., 2010). In addition, detection of miRNAs in extracellular spaces, such as milk, serum, urine and feces (Weber et al., 2010; Liu et al., 2016), suggests that the functions of miRNAs are not restricted to within cells, but also with extracellular functions associated with functions including immune responses, cell communication and even shaping the gut microbiota (Turchinovich et al., 2012; Liu et al., 2016).

Gene expression is regulated by miRNA through recognition of complementary sequences on transcripts, commonly through binding to the 3′-UTR region (Bartel, 2009; Fang and Rajewsky et al., 2011; Allantaz et al., 2012). Many studies have reported that miRNA expression was associated with host–microbial interaction. Bao et al. (2015) studied whole blood miRNAomes of *Salmonella-* challenged pigs, and suggested that miR-214 and miR-331-3p may regulate host immune responses associated with persistent shedding of *Salmonella*. Others have reported that miRNA-155 influences the presence of *Helicobacter pylori* in mouse gastrointestinal tract by mediating T-cell responses (Oertli et al., 2011). *Mycobacterium tuberculosis* has been reported to interfere with the expression of miR-125b and miR-155 blocking the expression of Tumor Necrosis Factor (TNF) responses in macrophages (Rajaram et al., 2011). Moreover, a recent effort revealed that the expression of miRNAs involved in B-cell functions in the small intestine were associated with beneficial bacterial (*Lactobacilli* and *Bifidobacterium*) populations in the gut of young calves (Liang et al., 2014). Therefore, we hypothesize that the expression of gut miRNAs differs between SS and NS and that it is one of the key regulatory mechanisms of the reported differential gene expression through the gut in response to the *E. coli* O157 colonization and shedding in cattle (Wang O. et al., 2016). We performed miRNA expression profiling on the whole gut of cattle, including the duodenum, proximal jejunum, distal jejunum, cecum, spiral colon, and descending colon using miRNA sequencing to examine whether miRNAs may play a regulatory role in host immune functions that may be associated with the presence of *E. coli* O157 within the digestive tract.

## Materials and Methods

The steers used in this experiment followed the Canadian Council of Animal Care Guidelines, and the protocol was reviewed and approved by the Animal Care Committee of Lethbridge Research Centre, Agriculture Agri-food Canada (Animal Care Committee protocol number: 1120; approved June 2011).

### Super-Shedder Cattle Identification and Intestinal Tissue Collection

The s for identification of SS and tissue collection were as detailed previously (Zaheer et al., 2017). Briefly, fecal samples (50 g each) were collected from RAJ of 400 British × Continental feedlot steers for *E. coli* O157 identification and quantification using plate culturing methods on sorbitol MacConkey agar with 2.5 mg/L potassium tellurite and 0.05 mg/L cefixime. In total, 11 SS were identified with fecal *E. coli* O157 ≥104 CFU per gram of feces. The *E. coli* O157 isolates from CT-SMAC were confirmed using an *E. coli* O157 Latex Test kit (Oxoid Ltd, Basingstoke, Hampshire, UK) and the serotype (*E. coli* O157:H7) was further confirmed with multiplex PCR targeting verotoxin (vt), intimine (eaeA), and H7 flagellin (fliC) following protocols described previously (Gannon et al., 1997). Based on fecal *E. coli* O157 numbers (Wang O. et al., 2016), five SS (out of 11 identified) and five control pen-mates (NS, negative for fecal *E. coli* O157) were used for sampling of intestinal tissue (**Supplementary Table S1**). The fecal *E. coli* O157 of SS were monitored for 4 to 10 days prior to slaughter. All SS were positive for fecal *E. coli* O157 before slaughter (Munns et al., 2014), among them one animal remained SS at slaughter, while the other four were tested positive but not at SS level. NS animals on the other hand, were tested negative for fecal *E. coli* O157 at slaughter. From the slaughtered NS and SS, two 2 cm^2^ of tissues were collected from duodenum, proximal jejunum, distal jejunum, cecum, spiral colon, descending colon, and RAJ (one RAJ sample from a NS was lost during storage) and immediately snap-frozen in liquid nitrogen and stored at −80°C.

### RNA Extraction and miRNA Sequencing

The tissue samples were ground into fine powders in liquid nitrogen prior to RNA extraction. Approximately 100 mg of tissue was used for RNA extraction using a mirVana total RNA Isolation Kit (Ambion, Carlsbad, CA, USA) per manufacturer’s instructions. The RNA integrity was measured using an Agilent 2200 TapeStation (Agilent Technologies, Santa Clara, CA, USA), and the RNA concentration was measured using a Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA, USA). The RNA samples with an integrity number (RIN) ≥7.0 and ratio of 28S/18S ≥1.7 were used for miRNA-Seq library construction. For each sample, 1 µg of total RNA was used for library preparation using a TruSeq Small RNA sample preparation kit (Illumina, San Diego, CA) following the manufacturer’s instruction. RNA sequencing was performed using an Illumina HiSeq 2000 (illumina, San Diego, CA, USA) sequencing platform (single end, 1 × 50 bp) at the Genome Quebec Innovation Centre (Montreal, PQ, Canada).

### miRNA Sequencing Data Processing, Functional Analysis, Differential Analysis

All the data were presented as mean ± standard deviation. The miRNA sequencing reads were trimmed, quality filtered, and processed using a web based analysis tool, “sRNAtoolbox” (using default parameters) (Rueda et al., 2015). The read number of detected miRNAs was normalized as counts per million (cpm), and the miRNAs with cpm >1 were defined as expressed miRNAs. The miRNA family conservation was defined according to miRNA family information from TargetScan (release 7.0, 2016) (Agarwal et al., 2015). The miRNA target prediction was performed using PITA (Probability of Interaction by Target Accessibility) (Kertesz et al., 2007) and miRanda (Betel et al., 2008). The targets predicted by both miRanda (matching score > 145, free energy < −10) and PITA (free energy < −10) were used for functional analysis for selected miRNA. The Ingenuity Pathway Analysis^®^ (IPA, IPA^®^, QIAGEN Redwood City, www.qiagen.com/ingenuity) was used for function enrichment, and the Fisher’s exact text implemented by internal functions of IPA was used for the association analysis of miRNA targets and functions, with significance level 5% (Fisher’s exact test p-value 0.05) for selection of enriched functions. The Bioconductor edgeR (Robinson et al., 2010), which fits the read counts to a binomial distribution and estimates the dispersion and determines differential expression by exact test, was used to identify differentially expressed (DE) miRNA. Only miRNAs expressed in >2 of either NS or SS group were used for differential expression analysis, and FDR (false discovery rate) of 10% was used as a cut-off for DE miRNA identification.

### Identification of Potential miRNA Regulation on Target mRNA Expression

To assess the potential for interactions between identified DE miRNAs and predicted target genes, a Spearman’s rank-order correlation analysis between expression of DE miRNAs and all genes that encode predicted target transcripts (gene expression levels are unpublished data, manuscript under review). The correlation analysis was performed using R (version 3.3.2), and only miRNA/transcripts with cpm >1 in at least five animals were used for correlation analysis. The correlation coefficients, *ρ* (rho)-value < −0.6 and p-value <0.05 were considered as significant negative correlation.

### Availability of microRNAome Data

The miRNA-Seq data are available at NCBI Gene Expression Omnibus (GEO) database under accession number GSE96973.

## Results

### miRNAome Profiling of Intestinal Tissues Collected From Beef Steers

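Small RNA was sequenced from 6 intestinal regions, which are the duodenum, the proximal and the distal jejunum, the cecum, and the spiral and the descending colon. The tissues came from 10 feedlot steers, of which 5 were super-shedders (SS), with high numbers of E. coli O157 in their feces, and 5 were non-shedders (NS). Each region therefore had 5 NS and 5 SS libraries, and 60 libraries were used; the libraries of the RAJ were not analysed here. Every steer gave a library in each region, so the steer is the biological replicate. The feces of the SS steers held 5.4 to 7.8 log10 CFU per g on the day of sampling, and the steers were slaughtered 4 to 10 days after it. RNA from tissue ground in liquid nitrogen was made into small RNA libraries and sequenced as single reads. The authors trimmed and filtered the reads, processed them with sRNAtoolbox at its default parameters and deposited whole-number counts of 608 bovine miRNAs per library. Bowtie and edgeR are named in the submitters' processing notes, without versions. The genome build and the miRBase release used for the counts are not given in the sources used here; the paper cites Release 21 of miRBase for the family of bta-miR-378b. The counts per library ranged from 535373 to 19346766 in NS (median 1.95 M, n = 30) and from 659627 to 13942283 in SS (median 1.61 M, n = 30). From these counts, CPM, shares of all counts and comparisons between SS and NS were computed. A miRNA was tested in a region when its CPM was above 1 in at least 3 of the 5 NS or 3 of the 5 SS steers, counts were normalized by TMM, and the quasi-likelihood test of edgeR was used at an FDR of 10%. The test, the fit of all regions together and single steers are the choices that could change a number of DE miRNAs most.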

The sequencing reads were generated from 69 miRNA libraries prepared from intestinal tissues collected at seven different locations, including duodenum, proximal jejunum, distal jejunum, cecum, spiral colon, descending colon, and RAJ. The preliminary miRNA data of RAJ were reported in our previous publication (Wang O. et al., 2016), and we have included in-depth analysis in the current study. The number of sequencing reads ranged from 30 to 75 million for each region (**Table 1**), and the read number for each tissue ranged from 0.9 to 22 million (**Figure 1A**). The number of reads mapped to miRNA ranged from 0.5 to 19 million per sample (**Figure 1B**), and the number of miRNAs detected in each region ranged from 390 ± 13 (duodenum) to 413 ± 49 (descending colon) (**Table 1** and **Figure 1C**). 

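The number of miRNAs detected per library differed little between the regions, and its order depended on the definition of detection. With a CPM above 1 the mean number was 333.5 ± 22.2 (SD, n = 10) in the duodenum, 340.7 ± 28.0 in the proximal jejunum and 331.4 ± 29.9 in the distal jejunum. It was 328.6 ± 21.0 in the cecum, 322.4 ± 11.5 in the spiral colon and 319.9 ± 29.2 in the descending colon, so the regions differed by about as much as the steers within a region. With at least 1 count the order turned around, from 390.6 in the duodenum to 413.2 in the descending colon. NS and SS steers did not differ in any region beyond their spread (exact two-sided permutation tests, smallest p = 0.476 in the distal jejunum, adjusted over the 6 regions p = 0.988). The counts assigned to miRNAs summed to 17.0 M in the duodenum, 18.3 M in the proximal jejunum, 21.2 M in the distal jejunum, 29.3 M in the cecum, 27.5 M in the spiral colon and 55.6 M in the descending colon. Of the last, 19.3 M came from steer NS108 and 13.9 M from SS310. The NS108 library of the descending colon held 507 miRNAs with at least 1 count, and the fewest there were 350.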

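Most miRNAs of the bovine intestine were found all along it. A CPM above 1 in at least 1 library of a region was reached in all 6 regions by 370 of the 608 listed miRNAs, and in at least 1 region by 523. In 1 region alone it was reached by 55 miRNAs, most of them in the proximal jejunum (21), the duodenum (15) and the distal jejunum (10). The cecum and the descending colon each had 4 such miRNAs and the spiral colon had 1. With a CPM above 1 required in 3 libraries of a region, the miRNAs of a single region fell to 23, of which 14 were in the proximal jejunum, while 330 were found in all 6 regions. Where they lie depends on depth, since with at least 1 count the numbers were 8 in the proximal jejunum, 6 in the duodenum, 6 in the distal jejunum, 5 in the cecum, 5 in the spiral colon and 12 in the descending colon, and with every library thinned to the smallest total they were 13, 10, 7, 8, 9 and 3.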

In total, 464 miRNAs were shared by all the intestinal regions (seven regions), while 39 miRNAs were only detected in 1 region (**Figure 1D**). Among the identified miRNAs in each region, the number of highly conserved miRNAs ranged from 151 (spiral colon) to 157 (descending colon), and the number of conserved miRNAs ranged from 83 (duodenum and RAJ) to 88 (cecum and descending colon), while 280 (RAJ) to 307 (descending colon) of detected miRNAs were poorly conserved (defined by TargetScan 7.0 which also claims that certain poorly conserved miRNAs may be sequences misannotated as miRNAs) (**Figure 2**).

**Table 1:** Number of reads generated by Illumina HiSeq 2000 system for miRNA sequencing and average number of miRNAs detected in each intestinal region of beef steers.

Tissue	Number of reads, Million (M)	# identified miRNA
**Duodenum**	30.0	390 ± 13
**Proximal jejunum**	41.1	393 ± 20
**Distal jejunum**	37.7	395 ± 19
**Cecum**	39.9	411 ± 16
**Spiral colon**	38.2	409 ± 15
**Descending colon**	75.4	413 ± 49
**Rectum**** ^a^	33.5	398 ± 15

a Data of rectal tissue were also reported in previous publication (Wang O. et al., 2016).

**Figure 1:**
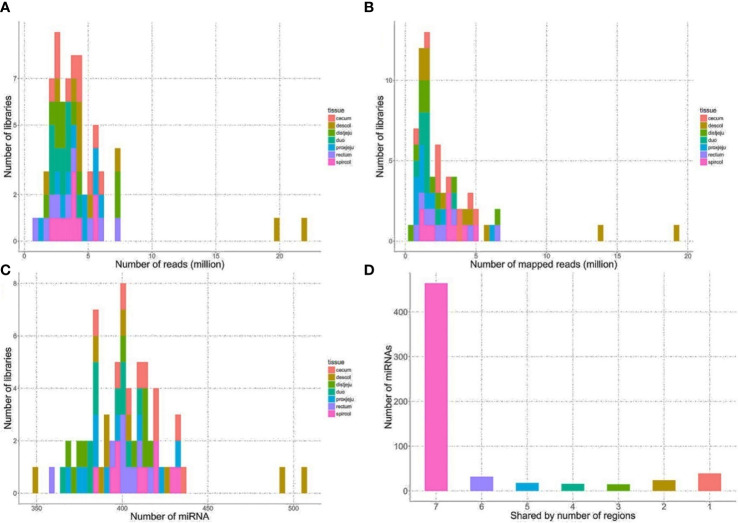
General sequencing results and miRNA mapping results. **(A)** Distribution of numbers of reads generated from HiSeq 2000 sequencing platform. **(B)** Distribution of numbers of reads mapped to known bovine miRNA after quality filtering. **(C)** Distribution of numbers of detected miRNA from the intestinal regions. **(D)** Number of miRNA shared by the intestinal regions, the number on x-axis represents the number of intestinal regions a miRNA is shared by, seven, all intestinal regions; six, six out of seven regions, five, five out of 7 regions, four, four out of seven regions; three, three out of seven regions; two, 2 out of seven regions; one, only detected in one of 7 regions.

**Figure 2:**
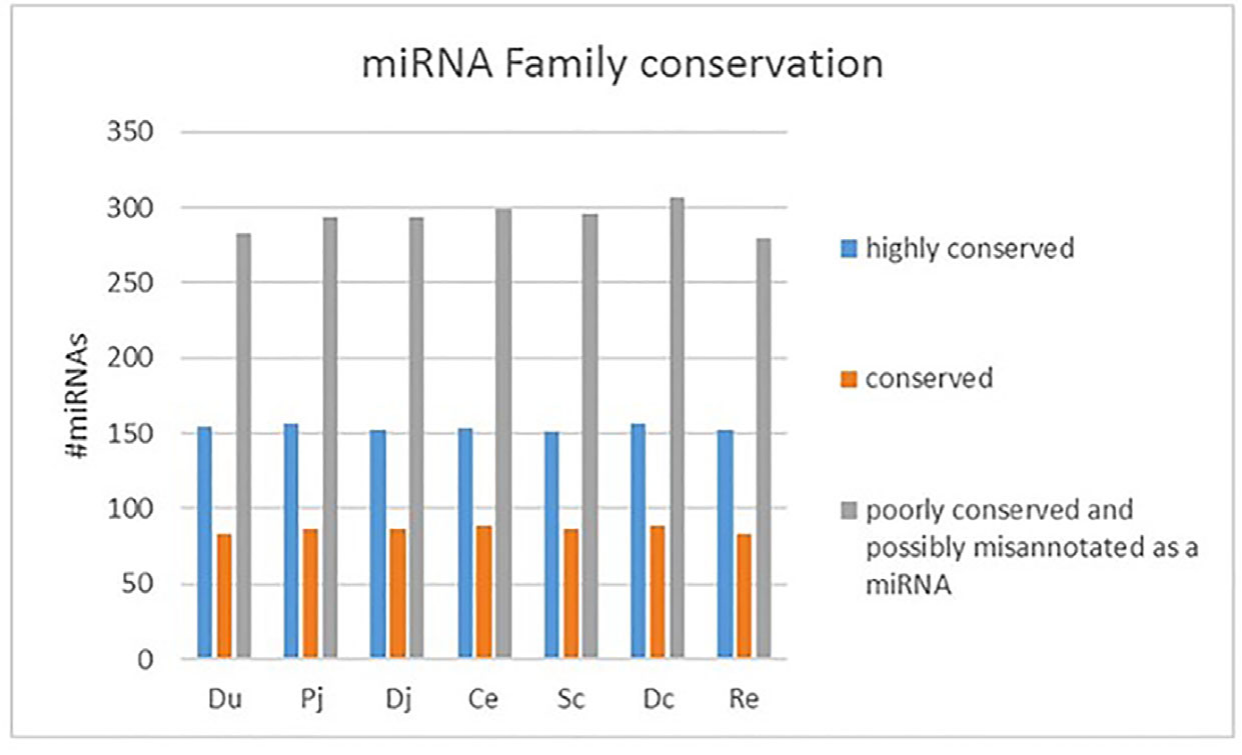
Family conservation of detected bovine miRNAs in each region. Du, duodenum; pj, proximal jejunum; Dj, distal jejunum; Ce, cecum; Sc, spiral colon; Dc, descending colon; Re, rectum.

The bta-miR-143 (48.8%), bta-miR-192 (10.8%) and bta-miR-148a (3.29%) were the three most abundant miRNAs expressed in duodenum, and bta-miR-143 (44.3%), bta-miR-192 (14.1%), and bta-miR-10a (2.7%) were the three most abundant miRNAs expressed in the proximal jejunum. 

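In the proximal small intestine bta-miR-143, a miRNA typical of smooth muscle, made up more of the counts than any other miRNA. Its share was 39.1% ± 18.5 (SD, n = 10 steers) in the duodenum and 45.3% ± 6.96 in the proximal jejunum. The epithelial bta-miR-192 came second, at 14.6% ± 6.64 and 12.7% ± 5.68. In the duodenum bta-miR-148a followed, at 5.50% ± 3.10, against 1.84% ± 0.699 in the proximal jejunum. In the proximal jejunum bta-miR-10a, which lies in a HOX gene cluster, came next at 3.44% ± 2.11, against 0.288% ± 0.206 in the duodenum. Its share in the proximal jejunum was 2.14% ± 0.460 in NS and 4.75% ± 2.36 in SS (n = 5 each, exact two-sided permutation p = 0.00794). This permutation p is the smallest that 5 steers against 5 allow. Adjusted over the 121 comparisons of shares made in all regions it was 0.919. No single comparison could pass that adjustment by itself, so it cannot decide whether the difference holds. The proximal jejunum library of SS299 held 0.134% of bta-miR-192, the lowest share of the region.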

In the distal jejunum, cecum, spiral colon, descending colon, and RAJ, the bta-miR-143 (16.2% in cecum to 59.3% in descending colon), bta-miR-192 (5.4% in spiral colon to 12.5% in cecum), and bta-miR-10b (4.7% in descending colon to 14.6% in cecum) are the three most abundant miRNAs (**Supplementary Table S2**). 

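From the distal jejunum to the descending colon bta-miR-143 again held the largest share of the counts, and bta-miR-10b held more than in the duodenum. The share of bta-miR-143 was 42.1% ± 13.3 (SD, n = 10 steers) in the distal jejunum, 43.3% ± 17.7 in the cecum, 51.2% ± 11.5 in the spiral colon and 49.1% ± 18.4 in the descending colon. In the same order bta-miR-192 made up 12.04% ± 6.70, 9.48% ± 5.05, 8.43% ± 4.371 and 6.84% ± 6.04. The share of bta-miR-10b, which like bta-miR-10a lies in a HOX gene cluster, was 1.26% ± 0.520 in the duodenum, 5.35% ± 4.65 in the distal jejunum, 9.14% ± 3.50 in the cecum, 5.74% ± 2.23 in the spiral colon and 7.33% ± 5.94 in the descending colon. Its mean was above that of bta-miR-192 in the descending colon, by less than the spread between steers. That order rests on the library of SS299, with 22.5% of bta-miR-10b and 0.251% of bta-miR-192 there. Steers varied widely, with bta-miR-143 between 16.2% and 70.4% in the cecum and between 11.7% and 69.2% in the descending colon. The SS299 libraries had the largest share of bta-miR-10b in the distal jejunum (16.9%) and in the descending colon (22.5%).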

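A few miRNAs held most of the counts in every region. Together bta-miR-143 and bta-miR-192 made up 53.7% ± 12.7 of the counts in the duodenum (mean ± SD, n = 10 steers), 58.0% ± 4.05 in the proximal jejunum and 54.2% in the distal jejunum. They made up 52.8% in the cecum, 59.7% in the spiral colon and 55.9% in the descending colon. The sum of both was above 50% in all 10 libraries of the proximal jejunum, in 9 of the spiral colon, in 8 each of the distal jejunum and descending colon, in 7 of the duodenum and in 6 of the cecum. In the library of NS108 it was 36.4% in the distal jejunum and 28.7% in the cecum. The 15 miRNAs with the highest mean share made up 83.3% ± 3.42 in the duodenum, 83.7% ± 1.66 and 83.5% ± 4.113 in the proximal and distal jejunum, 84.7% ± 5.71 in the cecum, 85.8% ± 3.71 in the spiral colon and 85.1% ± 7.23 in the descending colon.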

The relative abundance of bta-miR-143 and bta-miR-192 miRNA accounted for more than 50% of the miRNAs detected in each intestinal region, with the abundance of top 15 miRNAs of each region accounting for >83% of total expressed miRNAs (**Supplementary Table S2**). Among the top 15 most abundant expressed miRNAs, 10 were shared by all seven regions, including bta-miR-143, bta-miR-192, bta-miR-10b, bta-miR-27b, bta-miR-26a, bta-miR-26c, bta-miR-21-5p, bta-miR-148a, bta-miR-22-3p, and bta-let-7f. 

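Over the 6 regions used here the lists of the 15 most abundant miRNAs held 17 different miRNAs, and 10 of these were in every list, the same 10 as named by the paper. They include miRNAs of muscle (bta-miR-143) and of epithelium (bta-miR-192) and members of the miR-26 and let-7 families. With the counts of the 10 libraries of a region pooled before ranking, 8 of the 10 stayed in every list, and bta-miR-22-3p and bta-let-7f did not.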

Functional analysis of these miRNAs indicated that vascular system functions (cardiovascular system development and function, p-values ranged from 4.2E-07 to 3.3E-05) and organismal survival (p-value ranged from 8.9E-07 to 1.6E-04) were frequently enriched (**Table 2**). Also, bta-miR-10b was potentially associated with digestive system development and function (p-value: 1.4E-04), with the bta-miR-148a, bta-miR-192 and bta-miR-22-3p being associated with nervous system development and function (p-value ranged from 2.9E-06 to 3.4E-5) (**Table 2**). In addition, Euclidean distance based hierarchical clustering and PCA analysis indicated that the miRNA expression profiles were not distinct for each of the intestinal regions (**Supplementary Figure S1**).

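Single miRNAs differed along the intestine. The level of bta-miR-148a was 54973 ± 31045 CPM (SD, n = 10 steers) in the duodenum, against 15769 ± 6912 in the descending colon, the lowest of the other regions (adjusted p = 1.68e-09 over the 6 regions, edgeR's quasi-likelihood F test). The level of bta-miR-10a was 2876 ± 2059.6 CPM in the duodenum and 57671 ± 39387 in the cecum (adjusted p = 1.10e-07), and bta-miR-196a, another miRNA of the HOX clusters, was at 0.433 ± 0.578 and 265 ± 194 CPM (adjusted p = 8.21e-08). The cecum was highest in bta-miR-6526, with 12.2 ± 13.8 CPM against 0.459 to 1.31 CPM in the other regions (adjusted p = 1.68e-09). In all, 123 of 381 miRNAs differed between the regions at an FDR of 10%. The count was 65 without NS242, 71 without NS152, 74 without NS108 and 80 without SS310. It was 181 without SS299 and 84 to 114 without any other steer. The fit had no term for the steer, although the same 10 steers gave every region. With the steer as a block the count was 151.

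The region accounted for 16.5% of the variance of log2(CPM + 1) between libraries and the steer for 25.3%. By calculation, labels shuffled without restriction would give 8.47% and 15.3% on average. The test permuted region labels within steers and steer labels within regions, and the mean share under these restricted permutations was not computed. It gave p = 0.0001 for both (permutational analysis of variance with 9999 permutations), the smallest they can give. The mean silhouette width of the regions, which is near 1 for separate groups and below 0 for mixed ones, was -0.044, and 38 of the 60 libraries had a negative width. The first principal component held 32.9% of the variance and the second 10.7%, of which steers accounted for 50.8% and regions for 29.5%; on the fourth component, with 6.40% of the variance, regions accounted for 59.1% and steers for 4.91%. On the CPM scale without a log, the share of the region was 12.7% (permutation p = 0.133) and that of the steer 17.9% (permutation p = 0.238). From the shared miRNAs, the clustering and the PCA, the paper proposes that miRNA expression is similar throughout the intestinal tract.

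**Figure D1:**
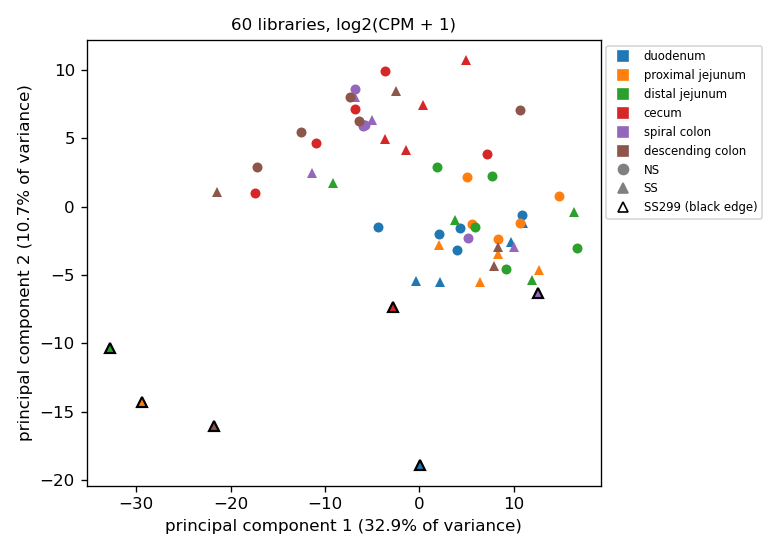
First and second principal component of log2(CPM + 1) of the 60 libraries, in percent of the variance on the axis labels; each point is a library, colours are regions, circles NS and triangles SS, and a black edge marks SS299. Libraries of the 6 regions overlap, and the duodenum, proximal jejunum, distal jejunum and descending colon libraries of SS299 lie lowest on the second component, at -18.9, -14.3, -10.3 and -16.0.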

**Table 2:** Functions enriched for predicted target genes of top 10 most abundant miRNAs that are shared by all the intestinal regions.

miRNA	Function categories*^a^*	p-value*^b^*
**bta-let-7f**	organismal development	7.89E-6
	tissue development	7.89E-6
**bta-miR-10b**	cardiovascular system development and function	1.45E-4
	digestive system development and function	1.45E-4
**bta-miR-143**	organ development	1.28E-5
	organismal survival	1.01E-5
**bta-miR-148a**	cardiovascular system development and function	3.31E-5
	nervous system development and function	4.44E-6
**bta-miR-192**	nervous system development and function	3.45E-5
	organismal development	1.61E-4
**bta-miR-21-5p**	cardiovascular system development and function	4.24E-7
	organismal survival	2.59E-9
**bta-miR-22-3p**	nervous system development and function	2.91E-6
	organismal development	2.22E-6
**bta-miR-26a**	cardiovascular system development and function	8.93E-7
	organismal development	8.93E-7
**bta-miR-26c**	cardiovascular system development and function	1.58E-4
	organismal development	1.58E-4
**bta-miR-27b**	organismal survival	1.96E-9
	tissue development	2.54E-8

(Only the two functions with smallest p-values were shown).

a Functions enriched for the predicted mRNA genes using Ingenuity Pathway Analysis.

b The Fisher’s exact test p-value calculated by Ingenuity Pathway Analysis, and the top two functions with the smallest p-values were shown.

### Differentially Expressed miRNAs Between Non-Shedders and Super-Shedders in Each Intestinal Region

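A miRNA of the miR-378 family, bta-miR-378b, had a lower mean level in SS than in NS in all 6 regions, and it passed an FDR of 10% in 5, not in the descending colon. In the duodenum, the proximal jejunum and the cecum it was the 1 miRNA past an FDR of 10%. In the distal jejunum bta-miR-2284j also fell, and in the spiral colon bta-miR-2284d and bta-miR-451, a miRNA of red blood cells, fell beside it. No miRNA was higher in SS at this threshold in edgeR's quasi-likelihood test. The numbers of DE miRNAs were 1 of 341 tested in the duodenum, 1 of 355 in the proximal jejunum, 2 of 338 in the distal jejunum, 1 of 342 in the cecum, 3 of 334 in the spiral colon and 0 of 331 in the descending colon. There 10 miRNAs had an unadjusted p under 0.05, and the exact test of edgeR, DESeq2 and limma-voom also called 0, with 18, 15 and 3 at an unadjusted p under 0.05. With the counts of each steer summed over the 6 regions, bta-miR-378b (log2 fold change -3.81, standard error 0.64, adjusted p = 0.0286) and bta-miR-2284d (-2.62, standard error 0.55, adjusted p = 0.0877) were lower in SS, of 343 miRNAs tested with edgeR's quasi-likelihood test. A deep library weighs more in such a sum, and the descending colon library of NS108 held 19346766 counts, against 535373 to 3204756 in its other libraries. A fit without that library and SS299, chosen after the results were seen, called the same 2. The quasi-likelihood call of bta-miR-2284d on summed counts was lost without any 1 of 7 steers (all but NS108, NS745 and SS299), and that of bta-miR-378b without SS294 (smallest adjusted p = 0.103). With any 1 steer left out the exact test of edgeR kept both calls. A limma fit of the mean log2 CPM of each steer called 0, with 37 at an unadjusted p under 0.05. On summed counts the exact test of edgeR called 10 miRNAs higher and 5 lower in SS, DESeq2 8 higher and 6 lower, and limma-voom 0.

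A test of whether the difference between SS and NS varied between the regions called 0 of 381 miRNAs (edgeR's quasi-likelihood F test, smallest adjusted p = 0.483, 11 at an unadjusted p under 0.05). No other tool was run for it. It tests single miRNAs and not the numbers per region, and on simulated data it recovered 7 of 30 miRNAs changed by 4-fold. So it shows neither that the regions differ nor that they are alike. The counts depend on the test. The exact test of edgeR, which the paper used, called 3 miRNAs in the duodenum, 1 in the proximal jejunum, 8 in the distal jejunum, 3 in the cecum and 4 in the spiral colon, DESeq2 called 4, 1, 14, 4 and 7, and limma-voom 0 in each, where it gave 11, 32, 25, 25 and 29 at an unadjusted p under 0.05. From the numbers of DE miRNAs per region, the paper proposes that miRNAs of the distal jejunum and the RAJ may be involved in super-shedding.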

Comparing SS and NS for each region, the number of differentially expressed (DE) miRNAs ranged from one (in descending colon) to eight (in distal jejunum) in the gut tissues, and the log_2_fold-change ranged from −4.5 to 4.5 (**Table 3**). For duodenum (three DE miRNAs), cecum (three DE miRNAs), spiral colon (four DE miRNAs), and descending colon (one DE miRNAs), all identified DE miRNAs were down-regulated in SS. 

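The levels of bta-miR-2284d and bta-miR-2284j in these regions were a few CPM. In the duodenum bta-miR-2284j was at 5.25 ± 4.41 CPM in NS (SD, n = 5 steers) and 0.606 ± 1.04 in SS, and bta-miR-2284d at 4.22 ± 2.07 and 0.749 ± 0.804. Their log2 fold changes of -3.21 and -2.84 did not pass the FDR (adjusted p = 0.397 for both, edgeR's quasi-likelihood test; 0.0433 for both with the exact test of edgeR). In the cecum bta-miR-2284j was at 3.08 ± 1.67 CPM in NS and 0.394 ± 0.266 in SS (log2 fold change -3.33, standard error 0.76, adjusted p = 0.143; 0.0103 with the exact test of edgeR). In the spiral colon bta-miR-2284d fell from 2.70 ± 1.37 CPM in NS to 0.467 ± 0.377 in SS (log2 fold change -2.96, standard error 0.63, adjusted p = 0.0794, edgeR's quasi-likelihood test). There bta-miR-2284j had a log2 fold change of -2.94 (adjusted p = 0.128; 0.00708 with the exact test of edgeR). The quasi-likelihood call of bta-miR-2284d in the spiral colon held without NS242 or NS745 and was lost without any 1 of the other 8 steers. In the exact test of edgeR it held with any 1 steer left out. In the descending colon bta-miR-378b was at 31.1 ± 32.4 CPM in NS and 3.26 ± 1.88 in SS (log2 fold change -3.28, standard error 1.01, adjusted p = 0.992), and the NS108 library there had 0.620 CPM, the lowest of the region. Without NS108 the smallest adjusted p of the region was 0.186 in the quasi-likelihood test. The exact test of edgeR, with a steer left out after the values were seen, called bta-miR-378b there without NS108 or NS745 only.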

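In the jejunum of SS the mean levels of the related bta-miR-99a-5p, bta-miR-99b and bta-miR-100 were higher than in NS, steers differed widely, and whether a miRNA passed the FDR depended on the test. In the proximal jejunum bta-miR-99a-5p was at 386 ± 224 CPM in NS (SD, n = 5 steers) and 2252 ± 3492 in SS (log2 fold change 3.55, standard error 1.13, adjusted p = 0.317, edgeR's quasi-likelihood test). In the distal jejunum bta-miR-100 was at 2083 ± 1444 and 9757 ± 11349 CPM (log2 fold change 3.72, standard error 1.16, adjusted p = 0.304). There bta-miR-99a-5p, bta-miR-99b and bta-miR-409a had log2 fold changes of 2.64, 2.48 and 2.48 (adjusted p = 0.306 for each). The fold changes are after TMM and the CPM are per library total. For bta-miR-99a-5p in the proximal and bta-miR-100 in the distal jejunum, the CPM means give smaller differences than these fold changes. After TMM all 5 smooth muscle miRNAs also had positive log2 fold changes in the distal jejunum (median 1.10). Their summed CPM was 413194 ± 87454 in NS and 433810 ± 179347 in SS. The exact test of edgeR called bta-miR-100 in the distal jejunum (adjusted p = 0.0628), and DESeq2 called bta-miR-100 (0.0221), bta-miR-99a-5p (0.0897), bta-miR-99b (0.0923) and bta-miR-409a (0.0897). Of the miR-99/100 family and its clusters, listed before the data were examined, 10 members were measured in each part of the jejunum. Adjusted over the list alone, 6 were higher and 1 was lower in the proximal jejunum, and 5 were higher in the distal jejunum. The paper names 3 of these miRNAs from the same libraries, so the list is not independent evidence. The set test fry gave an adjusted p of 0.823 for the list in both parts. Of the imprinted cluster on chromosome 21, which holds bta-miR-409a, none of 30 members passed in the distal jejunum in the quasi-likelihood test, also when adjusted over the list alone (fry adjusted p = 0.823).

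The SS299 libraries stand apart in the same miRNAs. Without SS299 the log2 fold changes in the distal jejunum were 1.84 for bta-miR-100, 0.97 for bta-miR-99a-5p, 1.01 for bta-miR-99b and 1.54 for bta-miR-409a, and that of bta-miR-99a-5p in the proximal jejunum was 0.84. The 9 miRNAs of an epithelium list, among them bta-miR-192, bta-miR-194, bta-miR-215 and bta-miR-375, summed to 1538 CPM in the proximal jejunum of SS299 and to 77774 to 298256 CPM in the other steers. Between SS and NS, none of these 9 miRNAs passed in any region, also when adjusted over the list alone.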

For proximal jejunum (two DE miRNAs) and distal jejunum (eight DE miRNAs), equal numbers of DE miRNAs were up-regulated and down-regulated in SS. For DE miRNAs identified in RAJ, four were down-regulated and three were up-regulated. 

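The NS steers differed in bta-miR-378b, which reached 124.5 CPM in the cecum of NS108, while in all SS steers it stayed at 10.2 CPM or less. It was at 59.8 ± 39.4 CPM in NS (SD, n = 5 steers) and 3.48 ± 2.82 in SS in the duodenum, at 76.2 ± 42.6 and 3.46 ± 2.52 in the proximal jejunum, and at 66.4 ± 43.9 and 4.08 ± 3.54 in the distal jejunum. In the cecum it was at 67.1 ± 43.7 and 5.19 ± 2.70 CPM, and in the spiral colon at 34.5 ± 20.0 and 2.44 ± 0.914. The log2 fold changes in these regions were -4.30, -4.39, -3.77, -3.88 and -3.95 (standard errors 0.74, 0.72, 0.64, 0.72 and 0.63), with adjusted p of 0.0226, 0.0230, 0.0272, 0.0542 and 0.0116 from edgeR's quasi-likelihood test. The non-shedder NS745 lay within the range of the SS steers in all 6 regions, with 4.44 CPM in the duodenum (SS 0.903 to 6.61) and 5.28 CPM in the proximal jejunum (SS 1.17 to 7.58). Of the miR-378 family, with 4 members measured in each region, no member other than bta-miR-378b passed, also when adjusted over the list alone. Its reads may be shared with bta-miR-378, since how reads that match several miRNAs were counted is not given in the sources used here. The quasi-likelihood call was lost in the cecum without any 1 of the 8 steers other than NS108 and NS745, in the duodenum without SS294 or SS310, in the proximal jejunum without SS274 and in the distal jejunum without SS274, SS294 or SS310, with fold changes about as large (-4.10 without SS294 and -4.22 without SS310 in the duodenum). The exact test of edgeR, also with any 1 steer left out, and DESeq2 made it in these 5 regions, and limma-voom in none.

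In the distal jejunum bta-miR-2284j was at 5.41 ± 3.15 CPM in NS and 0.340 ± 0.553 in SS (log2 fold change -4.13, standard error 0.82, adjusted p = 0.0530, edgeR's quasi-likelihood test). This rests on 37 counts in NS and 2 in SS, a ratio of counts per library total of 42.6 with an exact 95% interval of 11.0 to 365 that covers counting error only. The quasi-likelihood call held without NS745 or SS287 and was lost without any 1 of the other 8 steers. The exact test of edgeR kept it with any 1 steer left out. The miR-2284 and miR-2285 family, a large bovine miRNA family, went both ways. In the duodenum 17 of 21 measured members had a positive log2 fold change (median 0.60) and the mean was 0.29, and adjusted over the list alone bta-miR-2284d and bta-miR-2284j were lower and bta-miR-2285k was higher. Over the list alone bta-miR-2284d and bta-miR-2284j were also lower in the distal jejunum and the spiral colon, where bta-miR-2285z and bta-miR-2285aa were higher, bta-miR-2284j was lower in the cecum, and none passed in the proximal jejunum and the descending colon. The set test fry for change in either direction gave adjusted p of 0.00180 in the duodenum and the distal jejunum, 0.00184 in the proximal jejunum, 0.00331 in the cecum and 0.00278 in the spiral colon. For a change in 1 direction on balance its adjusted p was 0.592 or more, and that of camera with an estimated correlation was 0.776 in these 5 regions. The paper names 2 members from these libraries, so the list is not independent evidence.

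**Figure D2:**
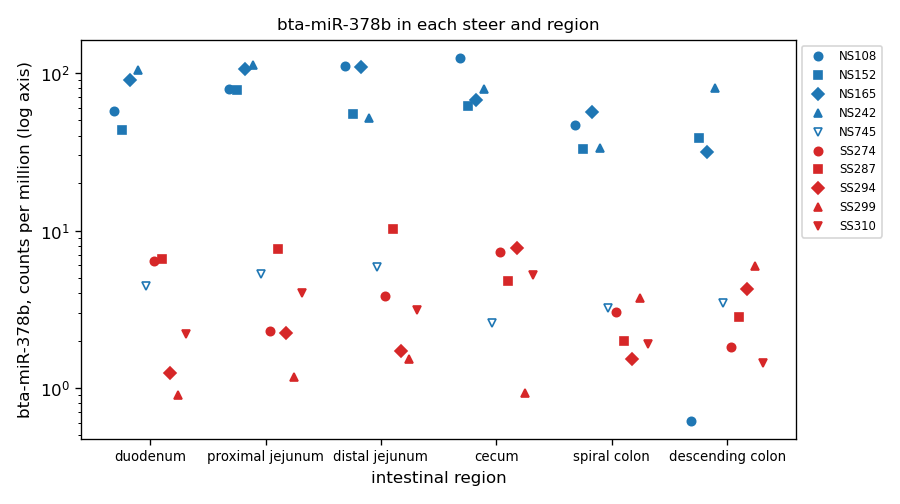
CPM of bta-miR-378b (log axis) in each steer and region; blue points are NS, red points SS, and the open triangle is the non-shedder NS745. The SS steers lie between 0.903 and 10.2 CPM, and NS745 lies among them in each region.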

Four DE miRNAs were shared by more than one intestinal region (**Table 3**): the bta-miR-378b was down-regulated in all regions (log2fold-change ranged from -3.3 to -4.5); bta-miR-2284j was down-regulated (log2fold-change ranged from −2.9 to −4.1) in duodenum, distal jejunum, cecum, spiral colon, and RAJ; bta-miR-2284d (log2fold-change ranged from −2.7 to −2.9) was down-regulated in the duodenum, distal jejunum, spiral colon and RAJ; and bta-miR-99a-5p was up-regulated in the proximal and distal jejunum (log2fold-change were 3.3 and 2.7, respectively) (**Table 3**).

**Table 3:** Differentially expressed miRNAs detected in each region of intestinal tract of beef steers.

Tissue	Differentially expressed miRNA	Log-2-(fold-change)	FDR
	bta-miR-378b	−4.37	<0.01
**Duodenum**	bta-miR-2284j	−3.28	0.02
** **	bta-miR-2284d	−2.90	0.02
**Proximal jejunum**	bta-miR-378b	−4.50	<0.01
** **	bta-miR-99a-5p	3.30	0.04
** **	bta-miR-378b	−3.74	<0.01
	bta-miR-2284j	−4.11	<0.01
	bta-miR-100	3.77	0.01
**Distal jejunum**	bta-miR-2284d	−2.92	0.04
	bta-miR-99b	2.53	0.09
	bta-miR-409a	2.51	0.09
	bta-miR-99a-5p	2.69	0.09
** **	bta-miR-18a	−1.58	0.09
	bta-miR-378b	−3.92	<0.01
**Cecum**	bta-miR-2284j	−3.36	0.02
** **	bta-miR-2904	−2.72	0.02
** **	bta-miR-378b	−3.95	<0.01
**Spiral colon**	bta-miR-451	−1.77	0.01
	bta-miR-2284j	−2.92	0.01
** **	bta-miR-2284d	−2.95	0.01
**Descending colon**	bta-miR-378b	−3.30	0.09
	bta-miR-2284j	−3.76	0.01
	bta-miR-1271	2.59	0.02
	bta-miR-378b	−3.42	0.02
**Rectum**	bta-miR-2887	−3.20	0.05
	bta-miR-211	4.51	0.05
	bta-miR-2284d	−2.72	0.07
	bta-miR-29d-3p	2.23	0.09

(10 tissue samples for each region, including 5 collected from non-shedders and 5 from super-shedders, but only 4 rectal tissues from non-shedders).

For the family conservation of detected DE miRNAs, five miRNAs were defined as poorly conserved (or misannotated as miRNAs), one was conserved, and seven were highly conserved (**Table 4**). Ten of the DE miRNAs were in intergenic regions of the genome, and four of the DE miRNAs were in the intragenic regions (introns) (**Table 4**). 

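The genes of these miRNAs were looked up by name in the RefSeq gene table of the cattle assembly ARS-UCD2.0, in which 341 of the 343 miRNAs tested on summed counts were matched. MIR2284J lies on chromosome 15 inside GRIK4, which encodes a glutamate receptor subunit, with ARHGEF12 and TBCEL as the nearest protein-coding genes outside it. MIR378B lies on the same chromosome between THY1 and NECTIN1, and no protein-coding gene spans it. MIR100 lies there too, between SORL1 and UBASH3B. In all, 15 of the matched miRNAs are on chromosome 15. No gene was matched for bta-miR-2284d, so its place was not looked up. Over the 60 libraries of NS and SS steers bta-miR-2284j had a mean of 2.17 CPM and bta-miR-2284d of 2.27 CPM.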

Two intronic miRNAs including bta-miR-2284j and bta-miR-2284d, which were likely bovine specific miRNAs, were present in the introns of Glutamate Ionotropic Receptor Kainate Type Subunit 4 (GRIK4) and SWAP Switching B-Cell Complex 70 kDa Subunit (SWAP70), respectively (**Table 4**). The other two intronic miRNAs were highly conserved including bta-miR-1271 and bta-miR-211, which were associated with ADP Ribosylation Factor Like GTPase 10 (ARL10) and Transient Receptor Potential Cation Channel Subfamily M Member 1 (TRRM1), respectively (**Table 4**).

**Table 4:** Differentially expressed miRNA, family conservation, and genomic locations.

miRNAs	Conservation*^a^*	Chromosome	Location
**bta-miR-29d-3p**	2	Chr16	intergenic
**bta-miR-99a-5p**	2	Chr1	intergenic
**bta-miR-100**	2	Chr15	intergenic
**bta-miR-99b**	2	Chr18	intergenic
**bta-miR-18a**	2	Chr12	intergenic
**bta-miR-451**	2	Chr19	intergenic
**bta-miR-211**	2	Chr21	TRPM1*^b^*, intron 7
**bta-miR-1271**	2	Chr7	ARL10*^c^*, intron 2
**bta-miR-409a**	1	Chr21	intergenic
**bta-miR-378b**	−1	Chr15	intergenic
**bta-miR-2904**	−1	Chr2, Chr3	intergenic
**bta-miR-2887**	−1	Chr2, Chr3	intergenic
**bta-miR-2284j**	−1	Chr15	GRIK4*^d^*, intron 3
**bta-miR-2284d**	−1	Chr15	SWAP70*^e^*, intron 2

a Defined by TargetScan (release 7, 2016). 2 = highly conserved across human, mouse, rat, dog, and chicken; 1 = conserved across human, mouse, rat and dog; −1 = poorly conserved across species, potentially bovine specific miRNAs.

b Transient receptor potential cation channel subfamily M member 1.

c ADP ribosylation factor like GTPase 10.

d Glutamate ionotropic receptor kainate type subunit 4.

e SWAP switching B-cell complex 70 kDa subunit.

### Target Gene Prediction and Functional Enrichment for Differentially Expressed miRNAs

The number of predicted targets of DE miRNAs ranged from 37 (bta-miR-99b) to 803 (bta-miR-211) (**Tables 5** and **6**). For the up-regulated DE miRNAs in SS, functions of tissue development (p-value ranged from 5.73E-06 to 1.83E-5), organism development (p-value ranged from 4.42E-07 to 4.64E-06), and nervous system development and functions (p-value ranged from 5.73E-06 to 9.01E-04) were the most frequently enriched (**Table 5**). For down-regulated miRNAs in SS, functions of organism development (p-value ranged from 4.87E-07 to 1.12E-04) and cardiovascular system development (p-value ranged from 1.73E-06 to 2.0E-05) were the most frequently enriched (**Table 6**). In addition, the down-regulated bta-miR-451(log2fold-change: −1.77 in spiral colon) and bta-miR-2284j (log2fold-change ranged from −2.9 to −4.1), as well as up-regulated bta-miR-211 (log2fold-change: 4.5 in RAJ) in SS, were associated with immune functions, such as development of the hematological system (p-value ranged from 1.8E-05 to 1.8E-05) (**Tables 5** and **6**).

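In the spiral colon bta-miR-451, which is specific to red blood cells, fell from 72.8 ± 37.2 CPM in NS (SD, n = 5 steers) to 26.1 ± 12.7 in SS. Its log2 fold change was -1.79 (standard error 0.40, adjusted p = 0.0859, edgeR's quasi-likelihood test). From the same precursor cluster, bta-miR-144 had a log2 fold change of -1.44 there (adjusted p = 0.342). Both were lower in the spiral colon when adjusted over the erythrocyte list alone, and bta-miR-486, the other of the 3 members, was not. The study names bta-miR-451 from these libraries, so the list is not independent evidence. The set test fry gave the list an adjusted p of 0.592, and camera one of 0.776 with an estimated correlation. The 3 miRNAs were higher in SS in the descending colon when adjusted over the list alone, and none passed over all miRNAs; there they summed to 14942 CPM in SS299 and to at most 1438 CPM in the other steers. The quasi-likelihood call of bta-miR-451 held without NS242 and was lost without any 1 of the other 9 steers. The exact test of edgeR made it with any 1 steer left out. The log2 fold change of bta-miR-2284j lay between -4.13 and -2.33 over the 6 regions.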

**Table 5:** Up-regulated miRNAs in super-shedders and the functions enriched for their predicted target genes.

miRNA	#Target*^a^*	Regions*^b^*	Enriched functions*^c^*	P-value*^d^*
**bta-miR-99a-5p**	40	Pj, Dj	organ development	3.92E-04
			organismal development	3.32E-06
			tissue development	3.32E-06
**bta-miR-100**	47	Dj	nervous system development and function	9.01E-04
			organismal development	4.64E-06
			tissue development	4.64E-06
**bta-miR-409a**	175	Dj	cardiovascular system development and function	4.35E-06
			organismal development	4.35E-06
			tissue development	1.83E-05
**bta-miR-99b**	37	Dj	organismal development	2.67E-06
			tissue development	2.67E-06
			tissue morphology	2.63E-05
**bta-miR-1271**	443	Re	nervous system development and function	5.73E-06
			skeletal and muscular system development and function	5.07E-06
			tissue development	5.73E-06
**bta-miR-211**	803	Re	hematological system development and function	1.78E-05
			nervous system development and function	3.73E-06
			tissue development	3.73E-06
**bta-miR-29d-3p**	521	Re	organ morphology	2.17E-05
			organismal development	4.42E-07
			organismal survival	8.16E-07

a Genes encodes target mRNAs predicted by PITA and miRanda.

b Intestinal regions where the differentially expressed miRNAs were identified. Pj, proximal jejunum; Dj, middle jejunum; Re, rectum.

c Functions enriched for the predicted mRNA genes using Ingenuity Pathway Analysis.

d The Fisher’s exact test p-value calculated by Ingenuity Pathway Analysis, and the top three functions with the smallest p-values were shown.

**Table 6:** Down-regulated miRNAs in super-shedders, and the functions enriched for their predicted target genes.

miRNA	#Target*^a^*	Tissues*^b^*	Enriched functions*^c^*	P-value*^d^*
**bta-miR-378b**	514	Du, Pj, Dj, Ce, Sc, Dc, Re	cardiovascular system development and function	1.73E-06
			connective tissue development and function	5.47E-06
			tissue morphology	1.73E-06
**bta-miR-2284j**	486	Du, Dj, Ce, Sc, Re	cardiovascular system development and function	2.00E-05
			organismal development	1.12E-04
			tissue development	3.07E-05
**bta-miR-2284d**	696	Du, Dj, Sc, Re	cardiovascular system development and function	4.87E-07
			organ morphology	4.87E-07
			organismal development	4.87E-07
**bta-miR-18a**	559	Dj	cardiovascular system development and function	1.33E-06
			organ morphology	4.83E-06
			organismal survival	1.54E-07
**bta-miR-2904**	678	Ce	digestive system development and function	4.12E-05
			hematological system development and function	4.31E-05
			organismal development	3.48E-06
**bta-miR-451**	120	Sc	nervous system development and function	3.75E-06
			skeletal and muscular system development and function	2.64E-05
			tissue development	3.75E-06
**bta-miR-2887**	226	Re	hematological system development and function	1.76E-04
			nervous system development and function	6.50E-05
			organismal development	2.28E-05

a Genes encodes target mRNAs predicted by PITA and miRanda.

b Intestinal regions where the differentially expressed miRNAs were identified. Du, duodenum; Pj, proximal jejunum; Dj, middle jejunum; Ce, cecum; Sc, spiral colon; Dc, Descending colon; Re, rectum.

c Functions enriched for the predicted mRNA genes using Ingenuity Pathway Analysis.

d The Fisher’s exact test p-value calculated by Ingenuity Pathway Analysis, and the top three functions with the smallest p-values were shown.

### miRNA and mRNA Correlation and Functional Analyses

For each intestinal region, the correlation analysis between expression of DE miRNAs and expression of all the computationally predicted target genes indicated that only a small number of predicted target genes were negatively correlated with the miRNAs: one (bta-miR-99a-5p, bta-miR-100 and bta-miR-99b in distal jejunum) to 74 (bta-miR-29d-3p in RAJ) of predicted target genes showed correlation with miRNAs (Spearman’s *ρ* < −0.6, and p-value < 0.05) (**Table 7**). The functional enrichment of negatively correlated target transcripts of each miRNA indicated association between the DE miRNAs and immune functions. As shown in **Table 7**, with bta-miR-378b, the number of negatively correlated transcripts ranged from two (in cecum) to 38 (in spiral colon), and in duodenum, proximal jejunum and distal jejunum, the top enriched functions (smallest p-value) were associated with immune functions, including cell-mediated immune responses and hematological system development (p-values < 0.05). In RAJ, two transcripts were negatively correlated with bta-miR-378b, PRDM1 (PR/SET Domain 1) (*ρ* = −0.68, p-value < 0.05) and CYLD (CYLD Lysine 63 Deubiquitinase) (*ρ* = −0.81, p-value < 0.05), which were also associated with humoral and cell-mediated immune responses (**Supplementary Table S3**). 

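In the distal jejunum bta-miR-2284d was at 6.68 ± 6.41 CPM in NS and 0.564 ± 0.652 CPM in SS (SD, n = 5 steers each). Every NS steer had a higher CPM than every SS steer (exact two-sided permutation p = 0.00794, the smallest that 5 steers against 5 allow). This separation lies within counting error. The lowest NS level was 1.37 CPM, in NS242, where 3 counts are 2.06 CPM, and the highest SS level was 1.28 CPM. The log2 fold change of bta-miR-2284d was -2.93 (standard error 0.83), with an adjusted p of 0.206 over the miRNAs of the region from edgeR's quasi-likelihood test and 0.0602 from its exact test. The values rest on 34 counts in NS and 6 in SS, a ratio of 13.1 per library total with an exact 95% interval of 5.42 to 38.0.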

For the bta-miR-2284d in distal jejunum (down-regulated in SS, log2fold-change: −2.92), hematological system development and function (p-value < 0.05) were enriched for its negatively correlated target transcripts. Also in the duodenum, two target transcripts negatively correlated with bta-miR-2284d, MYC (MYC proto-oncogene) (*ρ* = −0.78, p-value < 0.05) and NLK (Nemo Like Kinase) (*ρ* = −0.85, p-value < 0.05), were associated with lymphoid tissue structure and development (**Supplementary Table S3**). For the bta-miR-211 (log2fold-change: 4.51) and bta-miR-29d-3p (log2fold-change: 2.23) that were up-regulated in the RAJ of SS, hematological system development and function (p-value < 0.05), immune cell trafficking (p-value < 0.05) and hematopoiesis (p-value < 0.05) were enriched for their negatively correlated target transcripts (**Table 7**). 

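The miR-17-92 clusters hold miRNAs that drive proliferation, among them bta-miR-18a. In the distal jejunum all 15 measured members had a negative log2 fold change (median -0.87), but 0 passed over all miRNAs in edgeR's quasi-likelihood test. Their summed level was 22703 ± 16101 CPM in NS and 12356 ± 8066 in SS (SD, n = 5 steers each, exact two-sided permutation p = 0.246), with the highest sum in NS108 (51237 CPM) and the lowest in SS299 (1731 CPM). Adjusted over the list alone, bta-miR-18a, bta-miR-18b, bta-miR-19a, bta-miR-20b, bta-miR-106a and bta-miR-363 were lower. The paper names bta-miR-18a from the same libraries, so the list is not independent evidence. The set test fry gave the list an adjusted p of 0.592 over 85 tests of lists and regions. The list had an adjusted p of 0.776 from camera with an estimated correlation. The level of bta-miR-18a was 72.7 ± 40.2 CPM in NS and 21.4 ± 15.3 in SS (SD, n = 5 steers each), a log2 fold change of -1.60 (standard error 0.45, adjusted p = 0.206, edgeR's quasi-likelihood test). Its adjusted p was 0.0674 with the exact test of edgeR and 0.0221 with DESeq2. SS299 had the lowest level of bta-miR-18a in this region, 3.04 CPM; the log2 fold change was -1.42 without SS299 and -1.68 without NS108.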

The bta-miR-18a (log2fold-change: −1.58) in the distal jejunum was negatively correlated with ITCH (Itchy E3 Ubiquitin Protein Ligase), GJA1 (Gap Junction Protein Alpha 1), IL4R (Interleukin 4 Receptor), F3 (Coagulation Factor III, Tissue Factor) and CD7 (CD7 Molecule) (*ρ*-values < −0.6, p-values < 0.05), which were associated with immune cell trafficking and humoral immune response (p-values < 0.05) (**Supplementary Table S3**). 

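In the cecum bta-miR-2904 was at 15.7 ± 24.6 CPM in NS and 2.26 ± 1.67 CPM in SS (SD, n = 5 steers each). Its log2 fold change was -2.67 (standard error 0.75, adjusted p = 0.259, edgeR's quasi-likelihood test). The exact test of edgeR gave an adjusted p of 0.0506 for bta-miR-2904 and DESeq2 one of 0.0250. Steer NS108 had 59.4 CPM in the cecum, and without NS108 the log2 fold change of bta-miR-2904 was -1.65.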

In the cecum, the negatively correlated target transcripts of bta-miR-2094 (log2fold-change: −2.72), SYK (Spleen Associated Tyrosine Kinase) and CD22 (CD22 Molecule) (*ρ*-values < −0.6, p-values < 0.05), were associated with humoral and cell-mediated immune response (p-values < 0.05) (**Supplementary Table S3**). In RAJ, the bta-miR-1271 (log2fold-change: 2.59) was negatively correlated with SCARB1 (Scavenger Receptor Class B Member 1), CNR2 (Cannabinoid Receptor 2), RALB (RAS Like Proto-Oncogene B), HBEGF (Heparin Binding EGF Like Growth Factor), DSC1 (Desmocollin 1) and SIT1 (Signaling Threshold Regulating Transmembrane Adaptor 1) (*ρ*-values < −0.6, p-values < 0.05), which were associated with humoral immune response and lymphoid tissue structure and development (p-values < 0.05) (**Supplementary Table S3**).

**Table 7:** Differentially expressed miRNAs and number of target genes negatively correlated with miRNA expression in different intestinal regions.

miRNA	# predicted targets*^a^*	# negatively correlated target genes	Enriched functions*^b^*
		Duodenum:23	hematological system development and function; hematopoiesis
		Proximal jejunum:8	cell-mediated immune response; hematological system development and function
		Distal jejunum:36	hematological system development and function; immune cell trafficking
**bta-miR-378b**	514	Cecum:2	nervous system development and function: tissue morphology
		Spiral colon:38	connective tissue development and function; organismal development
		Descending colon:3	tissue morphology; connective tissue development and function
		Rectum:5	organismal development; tissue morphology
		Duodenum: N/A**^c^**	n/a
		Distal jejunum: N/A	n/a
**bta-miR-2284j**	486	Cecum: N/A	n/a
		Spiral colon: N/A	n/a
		Rectum: N/A	n/a
		Duodenum:21	tissue morphology; cardiovascular system development and function
**bta-miR-2284d**	696	Distal jejunum:65	hematological system development and function; tissue morphology
		Spiral colon: N/A	n/a
		Rectum: N/A	n/a
**bta-miR-99a-5p**	40	Proximal jejunum:1	not enriched
		Distal jejunum:1	not enriched
**bta-miR-100**	47	Distal jejunum:1	not enriched
**bta-miR-99b**	37	Distal jejunum:1	not enriched
**bta-miR-409a**	175	Distal jejunum:5	organismal development; digestive system development and function
**bta-miR-18a**	559	Distal jejunum:16	cardiovascular system development and function; skeletal and muscular system development and function
**bta-miR-2904**	678	Cecum:7	hematopoiesis; humoral immune response
**bta-miR-451**	120	Spiral colon:3	cardiovascular system development and function; tissue development
**bta-miR-1271**	443	Rectum:8	cardiovascular system development and function; connective tissue development and function
**bta-miR-2887**	226	Rectum: N/A	n/a
**bta-miR-211**	803	Rectum:69	hematological system development and function; immune cell trafficking
**bta-miR-29d-3p**	521	Rectum:74	hematological system development and function; hematopoiesis

a Number of genes encoding miRNA target transcripts, predicted by miRanda and PITA.

b The Fisher’s exact test p-value < 0.05 calculated by Ingenuity Pathway Analysis, and the top two functions with the smallest p-values were shown. Function enrichment was not performed if the negatively correlated miRNA-mRNA pairs were less than 2.

c The correlation analysis not performed because the miRNA expressed (cpm > 1) in less than five animals.

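A CPM above 1 of bta-miR-2284j was reached in 5 of 10 steers in the duodenum, 6 in the proximal jejunum, 5 in the distal jejunum, 4 each in the cecum and spiral colon and 3 in the descending colon. For bta-miR-2284d the numbers were 6, 6, 7, 5, 4 and 3 steers in the same order. In the spiral colon 4 of 5 NS steers and 0 of 5 SS steers passed for each of both miRNAs (Fisher's exact test, two-sided p = 0.0476, adjusted p = 0.381). In the descending colon 3 NS steers and 0 SS steers did so for each. A count of 0 allows a level of up to 5.60 CPM in the smallest library, the distal jejunum of NS108, so levels near 1 CPM were not measurable in each steer.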

In the distal jejunum, several negatively correlated transcripts with bta-miR-18a, bta-miR-378b, and bta-miR-2284d were also identified as DE genes between NS and SS, including the F3 (log2fold-change: 2.23) with bta-miR-18a (*ρ* = −0.67, p-value < 0.05) and with bta-miR-2284d (*ρ* = −0.85, p-value < 0.05); PTGS2 (Prostaglandin-Endoperoxide Synthase 2) (log2fold-change: 1.3) with bta-miR-2284d (*ρ* = −0.78, p-value < 0.05); THEMIS (Thymocyte Selection Associated) (log2-fold-change: 1.4), ITK (IL2 Inducible T-Cell Kinase) (log2fold-change: 1.1) and TIFA (TRAF Interacting Protein With Forkhead Associated Domain) (log2fold-change: 1.2) with bta-miR-378b (*ρ*-values were −0.73, −0.71, and −0.78 respectively, and p-values < 0.05). Also, in RAJ, the DE genes SIT1 (log2fold-change, −2.3) and RGS13 (Regulator Of G-Protein Signaling 13) (log2-fold-change, −2.2) [also reported in previous publication Wang O. et al. (2016)] were predicted as targets of bta-miR-1271 and bta-miR-29d-3p, respectively, with expression being negatively correlated with these miRNAs (ρ-values were −0.67 and −0.83 respectively, and p-values < 0.05).

## Discussion

This is the first study to investigate the potential role of miRNA in shedding of *E. coli* O157 in cattle through comparison of miRNAomes of the whole intestinal tract of SS and NS beef steers. Our findings indicated that different regions of the gut tended to share the same expressed miRNAs, and the hierarchical cluster and PCA analyses suggested similar expression patterns throughout the regions of the bovine intestinal tract. Similar results have previously been reported for miRNA expression patterns in the duodenum and jejunum of dairy cattle (Wang D. et al., 2016). The observation of high abundance of bta-miR-143 and bta-miRNA-192 was also observed in previous miRNA profiling studies of the gut tissues of calves (Liang et al., 2014; Liang et al., 2016) and dairy cattle (Wang D. et al., 2016). The bta-miR-143, which had the highest abundance in all the intestinal regions, belongs to miR-143 family, and miR-143 has been reported to be highly expressed in the gut of humans (Gaulke et al., 2014) and mice (Singh et al., 2011). This likely reflects the important function in the gut that bta-miR-143 plays in maintaining smooth muscle cells, vascular homeostasis, epithelium regeneration, and epithelial tumor repression (Slaby et al., 2007; Elia et al., 2009; Chivukula et al., 2014). Functional enrichment for the most abundant miRNAs showed associations with development of the nervous system, vascular system, and digestive system, suggesting the critical role of abundantly expressed miRNAs in the bovine gut.

Although both environmental and host related factors could influence *E. coli* O157 shedding in cattle, since both NS and SS were raised in the same environment, we speculate that the identified DE miRNAs between SS and NS are host related mechanisms which regulate gut gene expression and alter gut environment in a manner that contributes to the shedding of *E. coli* O157. The distal jejunum and RAJ were the regions where most DE miRNAs were identified, and thus it is possible that certain miRNAs expressed in these regions may be involved in *E. coli* O157 super-shedding. For example, the miRNAs, bta-miR-2284j, bta-miR-378b, and bta-miR-2284d are simultaneously down-regulated in the distal jejunum and RAJ of SS. In addition, the intestinal mucosal immune surveillance components, Peyer’s patches (PP) and isolated lymphoid follicles (ILFs) are known to be present in distal jejunum (Mutwiri et al., 1999) and RAJ (Naylor et al., 2003), respectively. Also, the attaching and effacing lesion caused by *E. coli* O157 was reported in the jejunum of challenged neonatal calves (Dean-Nystrom et al., 1997), and both innate and adaptive immune responses were detected in the RAJ of challenged cattle (Nart et al., 2008). Therefore, the miRNAs, bta-miR-2887 (down-regulated in RAJ of SS) and bta-miR-211 (up-regulated in RAJ of SS), which potentially target mRNAs involved in host immune functions, may also play a role in *E. coli* O157 shedding in SS cattle.

Down-regulation of bta-miR-378b in all the intestinal regions of SS indicates its potentially important role in *E. coli* O157 super-shedding. According to miRbase (Release 21) (Griffiths-Jones et al., 2006), bta-miR-378b is encoded by miR-378 gene family, and miRNAs of this family were suggested to regulate lipogenesis in adipose tissues (Gerin et al., 2010). Also, miR-378 was detected in monocytes and T-cells (Oertli et al., 2011) and has been reported to regulate cytotoxicity of natural killer cells (Wang et al., 2012), indicating a potential role of miR-378 in mediating innate and adaptive immune functions. Indeed, in all the intestinal regions, the immune functions were enriched for the negatively correlated target transcripts of bta-miR-378b. The PRDM1 and CYLD were two predicted target transcripts of bta-miR-378b that were also negatively correlated with bta-miR-378b in RAJ, the known primary colonization site of *E. coli* O157 in cattle (Nart et al., 2008). The PRDM1 gene encodes a Blimp1 protein, which was known to positively regulate the differentiation of T-cells into long-lived plasma cells, and it is required for the release of antibodies by these cells (Martins and Calame, 2017). Lipopolysaccharide (LPS), a byproduct of Gram-negative bacteria, was reported to cause increase in expression of PRDM1 (Savitsky and Calame, 2006). CYLD was confirmed to be a NF-*κ*B repressor to prevent inflammatory diseases and also, with the LPS being one of the factors that induces an increase in its expression (Courtois, 2008). The functions of these two transcripts in humoral and cell-mediated immune responses suggest their potential role in the host and gut microbial interactions. Down-regulation of bta-miR-378b suggested a trend of increased expression of both genes in RAJ of SS, which may be influenced by translocation of Gram-negative bacteria (as indicated above LPS may lead to altered expression of these genes), which is commonly observed when the host intestinal mucosal barrier is disrupted or immune defenses are deficient (Berg, 1999; Ryan et al., 2006). Indeed, our previous RNA-Seq based study of the rectal tissues of SS suggested possible immunodeficiency in RAJ of SS (Wang O. et al., 2016), and the capability of *E. coli* O157 to disrupt and invade cattle intestinal epithelium has also been demonstrated (Sheng et al., 2011). Future studies to measure LPS and to evaluate the abundance of Gram-negative bacteria in SS *vs* NS, as well as to examine the integrity of host intestinal mucosal barriers of SS are needed to validate the above speculation.

The bovine specific bta-miR-2284d was down-regulated in both the small and large intestine of SS, including in the RAJ. Although its expression level was low in all the tissues (average cpm = 2.2), it may still play a critical role in bovine physiology, as the number of its predicted targets is higher than that of other DE miRNAs except for bta-miR-211. Bta-miR-2284d has been reported in several bovine miRNA studies (Liu et al., 2014; Zhao et al., 2016); however, information about its function is limited. The correlation analysis suggests that this miRNA may play a regulatory function with regard to immunity in the bovine distal jejunum. Among the transcripts showing negative correlation with bta-miR-2284d in distal jejunum, the DE gene F3 (also called TF) was reported to be involved in recruiting leukocytes in the intestine of mice (Anthoni et al., 2007), and the PTGS2 gene (also called COX2) was suggested to promote humoral immune responses (Ryan et al., 2006). However, data of bacterial translocation, host mucosal integrity as well as the state of host immune defenses in the intestinal regions studied are not available, and the interaction between miR-378b/bta-miR-2284d and their target transcripts requires further validation. Nevertheless, these findings highlight the importance of further research on the role of miRNA regulation of immune functions including the intestinal mucosal barrier and immune defenses of SS cattle using histological and immunological methods, to identify miRNAs associated with host responses against *E. coli* O157. Also, to better understand the role of bta-miR-378b in super-shedding phenomena, it is worth further investigating whether it directly targets the genes associated with the immune system, or regulates immune functions through regulating lipid metabolism, as lipids are important components for cell signaling and cell proliferation involved in immune responses (Bensinger et al., 2008). In addition, to validate the interaction between bta-miR-2284d and potential targets, especially the targets involved in immune functions, will help understand the functions of this bovine specific miRNA, and how its regulation may influence *E. coli* O157 shedding in cattle.

A recent report suggested that fecal miRNAs were capable of maintaining normal gut microbiota (Liu et al., 2016) by entering bacteria cells including *Fusobacterium nucleatum* (*F. nucleatum*) and *E. coli*, to influence bacterial gene expression possibly through interaction with bacterial DNA/RNA (Liu et al., 2016). Although it is unclear whether the DE miRNAs reported in this study serve functions in the intestinal luminal spaces and their capability of entering bacterial cells including *E. coli* O157 are unknown; these miRNAs are worth further study as it is necessary to show the direct interaction with gut microbes and influence of *E. coli* O157 shedding in cattle.

One of the limitations of the current study is that the animals were not traced for shedding levels to determine whether they are transient shedders or persistent shedders. However, the miRNAs that may play a role in regulating the genes which influence the *E. coli* O157 shedding in cattle may serve as the candidates for future validation in larger population and for different ages of the animals.

In conclusion, this study investigated the miRNA expression in the whole intestine of *E. coli* O157 SS and NS beef steers. The miRNA profiling results indicated that the majority of expressed miRNAs were common within the regions of the intestinal tract that were investigated. Comparative expression analysis of miRNAs revealed that the distal jejunum, and RAJ may play an important role in host responses against *E. coli* O157, as most DE miRNAs between SS and NS were identified in these regions. Down-regulation of bta-miR-378b and bta-miR-2284d in multiple intestinal regions of SS suggested that these two miRNAs may differentially alter lipid metabolism and immune functions in the intestinal tract of in the SS vs NS, influencing host and *E. coli* O157 interactions and leading to its super-shedding in cattle. The identified miRNAs and their functions provide better understanding of the molecular mechanisms that regulating colonization of this foodborne pathogen *in vivo*, which is vital for development of better strategies to reduce cattle super shedding of *E. coli* O157.

## Data Availability Statement

The miRNA-Seq data are available at NCBI Gene Expression Omnibus (GEO) database under accession number GSE96973.

## Ethics Statement

The steers used in this experiment followed the Canadian Council of Animal Care Guidelines, and the protocol was reviewed and approved by the Animal Care Committee of Lethbridge Research Centre, Agriculture Agri-food Canada (Animal Care Committee protocol number: 1120; approved June 2011).

## Author Contributions

OW and LG conceived and designed the experiments. OW, MZ, YC, TM, and BS performed the experiments. OW, MZ, and LG analyzed the data. LG contributed reagents/materials/analysis tools. OW, MZ, TM, GP, KS, BS, and LG wrote and edited the paper. All authors contributed to the article and approved the submitted version.

## Funding

This research was funded by Alberta Innovates Bio Solutions (Project Number: FSC-12-017) and Beef Cattle Research Council (BCRC, FOS.07.17).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

Supplementary Figure 1 Results of Euclidean distance based hierarchical clustering and PCA analysis based on miRNA expression profiles of each intestinal regions.

# Supplementary material for: MicroRNAomes of Cattle Intestinal Tissues Revealed Possible miRNA Regulated Mechanisms Involved in Escherichia coli O157 Fecal Shedding
**Source:** Front Cell Infect Microbiol. 2021 Feb 24;11:634505. doi: 10.3389/fcimb.2021.634505
**Supplement:** Supplementary file 2

**Supplementary Table S1**^#^**.** *Escherichia coli* O157:H7 numbers (log_10_ CFU/g feces)* of the tested samples.

| **Steer ID** | ***E. coli* O157:H7 numbers at the day of sampling,**  **log CFU/g feces** | **Length of time between the first sampling and the day of slaughter, days** | ***E. coli* O157:H7 numbers day of/prior to slaughter,**  **log CFU/g feces** |
| --- | --- | --- | --- |
| **274_SS** | 6.7 | 8 | +** (a day prior to slaughter) |
| **287_SS** | 5.4 | 8 | + (a day prior to slaughter) |
| **294_SS** | 5.8 | 10 | + (a day prior to slaughter) |
| **299_SS** | 7.8 | 10 | + (a day prior to slaughter) |
| **310_SS** | 7.5 | 4 | 5.8 (day of slaughter) |

^#^Adapted and revised from Wang et al. (2016).

**E. coli* O157:H7 number in fecal samples of steers identified as super-shedders at the day of sampling and day of/prior to slaughter.

**+, positive for *E. coli* O157:H7 via immunomagnetic separation assay.

How the deposited data were processed for this re-analysis (not part of the article)

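Small RNA sequencing of 6 intestinal regions of 5 NS and 5 SS steers gave 60 libraries. The authors trimmed and filtered the reads, assigned them to bovine miRNAs with sRNAtoolbox at default parameters and deposited raw counts of 608 miRNAs per library, of which 5 had no count in any library. Of the deposited table, 0 columns of per-sample values were left unused. Bowtie and edgeR are named in the submitters' processing notes without versions; the genome build and the miRBase release used for the counts are not given in the sources used here, and the Release 21 that the paper cites is not tied to them. The RAJ libraries were not analysed here, nor were mRNA data, predicted targets or their functions. The libraries held 535373 to 19346766 counts (median 1.74 M), so that 3 counts, the upper limit a count of 0 allows, are 5.60 CPM in the smallest library. Reads carry no molecular identifiers, so intervals and limits cover counting error only. Of the paper's Supplementary Table S2, 50 of 83 columns were at hand, of which 41 hold libraries used here. The CPM computed from the deposited counts matched its 24928 values to within a relative difference of 4.77e-06. All 120 pairs of libraries of the same phenotype and region differed by more than the sampling noise (smallest chi-square per degree of freedom 49.0), and each library was counted as 1 sample.

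All tests started from the deposited counts. CPM used the library total as the denominator. In each region the 5 NS and 5 SS libraries were fitted alone with edgeR 4.0.16 in R 4.3.3 (TMM normalization, quasi-likelihood test, Benjamini-Hochberg adjustment, FDR of 10%), for miRNAs with a CPM above 1 in at least 3 steers of 1 phenotype. The paper's methods name the exact test of edgeR, with this filter and this FDR; the quasi-likelihood test was chosen here in its place, and the exact test was run as an alternative. Counts summed over the regions of a steer were compared in the same way. F tests over all 60 libraries covered differences between the regions, between the steers of 1 phenotype, and in the SS against NS difference between regions; the last has the steer as a term. Shares of variance came from vegan 2.7.1 on Euclidean distances of log2(CPM + 1) with labels permuted within steers or within regions, and silhouette widths from cluster 2.1.8.1. Single values were compared with exact two-sided permutation tests or Fisher's exact test. The libraries of different regions pair by steer, as given by the labels. Deviations from the region and phenotype means correlated by a mean of 0.141 between libraries of a steer (116 of 150 pairs positive) and by -0.013 between libraries of different steers (1350 pairs).

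The comparisons, tests and most alternatives were fixed before the data were examined, although the paper's tables, and Supplementary Table S2 with values of several of these miRNAs, had been seen. So was the rule for naming miRNAs, which takes each miRNA the paper names for these 6 regions, up to 10 further miRNAs past the FDR in each comparison by the smallest adjusted p, and list members past the FDR. So were 16 lists of miRNAs. They are markers of epithelium, smooth muscle, erythrocytes, leukocytes, endothelium, neurons, pancreas and liver, the miR-17-92 clusters, the miR-99/100 family and its clusters, the imprinted cluster on chromosome 21, the miR-29, miR-378 and let-7 families, the miR-2284 and miR-2285 family, and the miRNAs of the HOX clusters. Of these, 15 were tested in each region in which at least 2 members were measured, with fry and camera of limma 3.58.1; liver, with bta-miR-122 alone, is given as values. Alternatives were the exact test of edgeR, DESeq2 1.42.0, limma-voom, DESeq2 size factors (RLE), library size alone, the filter filterByExpr or none, an FDR of 5%, all libraries in one fit, counts thinned to the smallest library and each steer left out in turn. Definitions of detection, pooled or median shares, the scale and filter of the distances, and the fit with the steer as a block were varied as well. Alternatives chosen after seeing the data were the epithelium list as a covariate, the exact test with each steer left out, fits without the NS108 and SS310 descending colon libraries or without the NS108 descending colon library and SS299, and detection by 1 count for the shared miRNAs and after thinning.

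Each test was tested on simulated data drawn from the means and totals of the libraries, with 30 changed miRNAs. Of 15 miRNAs changed by 4-fold the quasi-likelihood test recovered 14 in the duodenum, 10 in each part of the jejunum, 12 in the cecum, 14 in the spiral colon and 8 in the descending colon, and 13 on summed counts. Of 15 changed by 16-fold it recovered 14 or 15 in each, with 1 to 4 false calls. The F test of regions recovered 28 of 30 at 4-fold with 2 false calls, that of steers 24 with 1, and that of the difference between regions in SS against NS 7 with 2 at 4-fold and 28 with 4 at 16-fold. The test fry called 0 of 14 unchanged lists and recovered the 1 list that was lowered by 4-fold.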

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

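The tests weighed for the 3 patterns below, and the regroupings of steers for the numbers of DE miRNAs, were chosen only after the results were seen. The regroupings for the F tests and the lists had been planned. So had the F test between steers, but after values of bta-miR-378b in Supplementary Table S2 had been seen to follow the steer.

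The level of bta-miR-378b followed the steer. Of the non-shedders NS745 had a mean of 4.14 CPM over the 6 regions, against 69.7, 51.7, 76.7 and 76.97 CPM in NS108, NS152, NS165 and NS242 and 2.37 to 5.66 CPM in the SS steers. Shedding phenotype alone is argued against as the source of all differences between the steers, since bta-miR-378b differed between the NS steers, which share the phenotype (adjusted p = 1.48e-06, edgeR's quasi-likelihood F test). That test was planned after the pattern had been seen in part of these libraries, so its p is not independent evidence. The phenotype as a source of the lower level in SS stays open. Within steers, bta-miR-378 had rank 1 of 347 miRNAs by its correlation with bta-miR-378b over the regions (0.678, and 0.785 without the NS108 descending colon library). Reads shared between both may account for part of this variation between regions, although shared regulation would give the same. The mean of each steer was removed before the correlation. It therefore cannot decide whether shared reads add to the differences between steers. The NS108 descending colon library, at 0.620 CPM, was also low in bta-miR-2284j (0.103 CPM, against 4.43 to 7.85 in the other NS108 libraries) and in bta-miR-2284d (0.155 CPM, against 2.22 to 14.9). By its correlation over 50 other miRNAs it matched NS108 at rank 8 of 10 steers (-0.312) and SS274 best (0.702). The SS310 descending colon library also matched its own steer at rank 8, and NS242 best (0.868). But 22 of 60 libraries matched their own steer best, so a mislabelled NS108 descending colon library cannot be told apart from a change in that region. A genetic difference between the steers, or a batch, was not tested.

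The SS299 libraries stood apart in epithelial miRNAs and in the miR-99/100 family. Against the other steers the 9 epithelial miRNAs had a median of -3.90 in the duodenum, -7.03 in the proximal jejunum, -5.49 in the distal jejunum, 0.90 in the cecum, 0.38 in the spiral colon and -6.81 in the descending colon (log2). The miR-99/100 list had one of 0.78, 1.10, 0.46, 1.575, 0.52 and 1.61, so both traits did not go together in the cecum. Summed, the epithelial miRNAs of SS299 in the duodenum (207711 CPM) lay within the range of the other steers (71424 to 355841 CPM). That sum does not show that they were kept there. In this library bta-miR-192 alone held 20.1% of the counts, and 7 of the 9 lay below all other steers. Less epithelium in the tissue sampled was tested in the jejunum and the descending colon by the markers of other cells. Over these regions the lowest median, that of the leukocyte list, was -3.83, while smooth muscle was at 0.93. In the descending colon alone leukocytes were at -0.94, neurons at -1.65, smooth muscle at -1.39, endothelium at 1.44 and erythrocytes at 5.39. The test cannot decide this, since leukocytes of the mucosa may be lost together with the epithelium. In the proximal and distal jejunum smooth muscle was higher, at 1.34 and 0.93, and neurons were lower, at -2.22 and -2.31. Shedding phenotype cannot be told apart from a trait of this steer in the distal jejunum, since without SS299 the log2 fold changes of bta-miR-100, bta-miR-99a-5p and bta-miR-99b stayed positive (median 1.01, and 2.64 with SS299) but did not pass (smallest adjusted p = 0.435, edgeR's quasi-likelihood test). RNA quality and the place of sampling in SS299 were not tested.

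The number of miRNAs with at least 1 count spread more in the descending colon (SD 49.9) than in the other regions (13.7 to 20.6). Depth of the libraries is a candidate explanation, since with every library thinned to 535373 counts the SD was 25.0 in the descending colon and 9.93 to 29.1 in the other regions. A wider spread between the steers of this region stays open beside it, since only the distal jejunum had a larger SD after thinning.

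In 12 of 66 groups of values a sample lay far from the others, 3 of them in NS108 and 3 in SS299. For independent, normally distributed values chance gives about 1 in 20 groups. The values here had no log taken, some rest on a few counts, and the groups share steers. So 12 of 66 cannot be read as more than chance gives. In the duodenum SS274 had 2.41 CPM of bta-miR-2284j, the highest of SS. In the duodenum NS745 had 0.634 CPM of bta-miR-2284d, the lowest of NS. SS299 had 8491 CPM of bta-miR-99a-5p in the proximal jejunum. SS287 had 10.2 CPM of bta-miR-378b in the distal jejunum, the highest of SS. NS108 had 4567 CPM of bta-miR-100 in the distal jejunum, the highest of NS. NS745 had 0.200 CPM of bta-miR-2284j in the cecum, the lowest of NS. NS108 had 59.4 CPM of bta-miR-2904 in the cecum. In the duodenum 385 miRNAs passed a CPM of 1 in NS242, in the cecum 384 in NS108, and in the descending colon 385 in NS242. These libraries hold 951834, 875432 and 966622 counts, so 1 count is already above 1 CPM in them. With every library thinned to 535373 counts the numbers were 348, 351 and 361, each still the highest of its region. The share of bta-miR-10b in SS299 was 16.9% in the distal jejunum and 22.5% in the descending colon.

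A signal that the paper does not mention was bta-miR-122, a miRNA of the liver, at 11827 CPM in the duodenum of SS299 and at most 12.9 CPM in the other steers; it was looked at after its values were seen.

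To see how far chance can be excluded, 100 groupings were counted for each result, the real one included, with the 10 steers regrouped into 5 and 5 for SS against NS. For the numbers of DE miRNAs in single regions it is not excluded. A number as large was reached in 9 of 100 in the duodenum (real 1, highest other 3), in 7 in the proximal jejunum (real 1, highest other 4), in 9 in the distal jejunum (real 2, highest other 11), in 8 in the cecum (real 1, highest other 5), in 10 in the spiral colon (real 3, highest other 42) and in 100 in the descending colon (real 0, highest other 7). The regrouping of the spiral colon with 42 calls points to a structure of the samples, whose nature was not tested. On counts summed over regions chance is excluded at a share under 0.05 for this number alone, with 4 of 100 (real 2, highest other 3) and no allowance for the other numbers of DE miRNAs tested. Chance is not excluded for the SS against NS difference between regions (real 0, 100 of 100, highest other 3) and for the lists (real 0, 100 of 100, highest other 2). Every grouping reaches a real number of 0, so the count can decide nothing for these 2 results or for the descending colon. Chance is excluded for the differences between regions, with region labels shuffled within each steer (real 123, 1 of 100, highest other 31). It is also excluded for the differences between steers of 1 phenotype, with steer labels shuffled within each phenotype and region (real 141, 1 of 100, highest other 76).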

How the results depend on the processing

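The fits with the epithelium list as a covariate, and those without the descending colon libraries of NS108 and SS310 or without NS108 descending colon and SS299, were chosen only after the results were seen. Of the log2 fold changes of 21 miRNAs and regions of the paper's Table 3, 340 of 432 values under other settings kept their direction and side of the threshold, 66 lost the call, 26 gained one and 0 changed direction; the cause was not tested for any of the changes below. Depth limits the rare miRNAs, since levels of bta-miR-2284j and bta-miR-2284d rest on a few counts in many libraries.

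The exact test of edgeR called 3 DE miRNAs in the duodenum, 8 in the distal jejunum, 3 in the cecum and 15 on summed counts. DESeq2 called 4 in the duodenum, 14 in the distal jejunum, 4 in the cecum, 7 in the spiral colon and 14 on summed counts. limma-voom called 0 in the duodenum, 0 in the proximal jejunum, 0 in the distal jejunum, 0 in the cecum, 0 in the spiral colon and 0 on summed counts, where 29 had an unadjusted p under 0.05. All 60 libraries in one fit gave 2 in the duodenum, 4 in the proximal jejunum, 5 in the distal jejunum, 1 in the spiral colon and 3 in the descending colon. Counts thinned to the smallest library of the region gave 0 in the duodenum, 0 in the distal jejunum and 1 in the spiral colon. The filter filterByExpr gave 0 in the proximal jejunum, 1 in the distal jejunum and 1 in the spiral colon. An FDR of 5% left 1 in the distal jejunum, 0 in the cecum, 1 in the spiral colon and 1 on summed counts. Library size only gave 0 in the cecum, 1 in the spiral colon and 1 on summed counts, and DESeq2 size factors 1 on summed counts. The epithelium list as a covariate gave 0 in the proximal jejunum, 2 in the cecum and 1 in the spiral colon. The mean log2 CPM over regions per steer in limma gave 0, and limma-voom on 60 libraries with the steer as a random block gave 6. Without NS108 and SS310 the descending colon had 0, and summed counts without the NS108 descending colon library and SS299 had 2.

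In the quasi-likelihood test leaving out 1 steer gave 0 (SS294) to 1 DE miRNAs in the duodenum, 0 (SS274) to 1 in the proximal jejunum, 0 (SS274) to 2 in the distal jejunum, 0 (NS152) to 3 (NS108) in the cecum, 1 (NS108) to 4 (NS242) in the spiral colon, 0 in the descending colon, and 0 (SS294) to 6 (SS299) on summed counts. The miRNAs differing between regions numbered 65 (without NS242) to 181 (without SS299), and 151 with the steer as a replicate block.

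With at least 1 count the miRNAs detected per library averaged 390.6 in the duodenum, 393.8 in the proximal jejunum, 395.8 in the distal jejunum, 411.5 in the cecum, 409.7 in the spiral colon and 413.2 in the descending colon, and with at least 10 counts 241.7, 241.8, 242.9, 260.8, 254.8 and 266.7. The miRNAs of 1 region alone were 23 with a CPM above 1 in 3 libraries and 20 with a mean CPM above 1. In steer NS108 alone bta-miR-143 had 26.3% in the distal jejunum and 16.2% in the cecum, and the 15 most abundant miRNAs 76.9% and 78.3%. At least 1 count of bta-miR-2284j was found in 9 steers in the cecum, 8 in the spiral colon and 7 in the descending colon, and of bta-miR-2284d in 9, 9 and 7. On CPM without a log the variance shares were 12.7% for the region and 17.9% for the steer and did not pass. Of the 85 list tests, camera with a preset correlation of 0.01 called 23, and 0 with an estimated correlation.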

Differences from the paper's values

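Of the alternatives named here, the exact test with a steer left out and the epithelium list as a covariate were chosen only after the values were seen; the others were set before the data were examined. The numbers of DE miRNAs are at the FDR of 10% and the filter that the paper states, but from edgeR's quasi-likelihood test, where the paper states the exact test of edgeR. With the exact test they are 3 in the duodenum, 1 in the proximal and 8 in the distal jejunum, 3 in the cecum, and 4 in the spiral and 0 in the descending colon, against the paper's 3, 2, 8, 3, 4 and 1.

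For the duodenum the paper reports 3 DE miRNAs, against 1 here. The exact test of edgeR gives 3, all of them the paper's, and DESeq2 4, with the paper's 3 among them, and the fit of all 60 libraries gives 2; limma-voom, the other normalizations and filters, thinned counts, an FDR of 5% and each steer left out of the quasi-likelihood test give 0 or 1, and the exact test with a steer left out gives 1 to 3. In the cecum the paper's number is 3, against 1 here. The exact test gives 3, all of them the paper's, DESeq2 4, with the paper's 3 among them, and the fit without NS108 gives 3, of which 1 is the paper's; the fits without NS745 and, chosen after seeing the values, with the epithelium list as a covariate give 2, and the others set before the data were examined 0 or 1. The exact test with a steer left out gives 1 to 6 there, with all 3 of the paper's without NS152, NS165, NS242, NS745 or SS274. In the proximal jejunum the paper's number is 2, against 1 here. None of the alternatives set before gives 2; the exact test and DESeq2 give 1, and the fit of all 60 libraries gives 4, with both of the paper's among them. In the exact test without SS274, SS287, SS294 or SS310, chosen after seeing the values, both of the paper's are called among 8, 12, 10 and 10, so 0 are dropped; without NS745 it gives 2, and bta-miR-99a-5p is dropped. In the distal jejunum the paper's number is 8, against 2 here. The exact test gives 8, of which 5 are the paper's, and DESeq2 14, with all 8 of the paper's; the fit of all 60 libraries gives 5, and the others set before 0 to 2. In the exact test, which gives 2 to 17 with a steer left out, without SS274, SS287 or SS310, chosen after seeing the values, all 8 are called among 11, 15 and 17, so 0 are dropped. For the descending colon the paper's number is 1, bta-miR-378b, against 0 here. None of the alternatives set before gives 1; the fit of all 60 libraries gives 3, with bta-miR-378b among them (log2 fold change -3.23, adjusted p = 0.0540, edgeR's quasi-likelihood test), and the others set before give 0. The exact test without NS745 calls 1, bta-miR-378b, and that without NS108 calls 2 with it, so that 0 of the paper's miRNAs are dropped; without SS310 it calls 4, and bta-miR-378b is dropped. These were chosen after seeing the values.

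For bta-miR-143 in the cecum the paper gives 16.2%, against a mean of 43.3% here. Pooled counts (48.2%) and the median over libraries (46.0%) differ as well, and steer NS108 alone has 16.2%. For bta-miR-10b in the cecum the paper gives 14.6%, against 9.14% here; pooled counts (9.09%) and the median (8.48%) differ, and NS108 alone has 14.6%. The paper's shares for other regions are also those of NS108, such as 48.8% of bta-miR-143 in the duodenum and 59.3% in the descending colon. In the descending colon the paper's share of bta-miR-10b is 4.7%; NS108 has 6.09% of bta-miR-10b and 4.69% of bta-miR-192 there.

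The paper places bta-miR-192 before bta-miR-10b in the descending colon, where the means here are 6.84% and 7.33%. The order here rests on the library of SS299, with 0.251% of bta-miR-192 and 22.5% of bta-miR-10b. The paper states that both leading miRNAs pass the majority of counts in each region, which the means do, while the libraries of NS108 lie below it in the distal jejunum and the cecum. The paper's numbers of detected miRNAs, 390 in the duodenum to 413 in the descending colon, are reached with at least 1 count per library (390.6 and 413.2) and not with the CPM above 1 of its methods (333.5 and 319.9). Equal numbers of DE miRNAs in both directions are stated for the proximal and distal jejunum, where none is higher in SS here; the fit of all 60 libraries calls 2 higher and 2 lower in the proximal jejunum, and DESeq2 5 higher and 9 lower in the distal jejunum.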

Other observations

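The comparisons of regions, steers and lists were planned; the look at chromosomes was chosen only after the results were seen.

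Among the miRNAs that differed along the intestine, those of the HOX clusters were lowest in the duodenum and highest in the cecum. The level of bta-miR-196b was 1.19 ± 1.25 CPM in the duodenum (SD, n = 10 steers), 118 ± 213 in the distal jejunum and 728 ± 476 in the cecum (adjusted p = 0.000223 over the 6 regions, edgeR's quasi-likelihood F test), and that of bta-miR-10b was 12649 ± 5204 and 91369 ± 34952 CPM in the duodenum and cecum (adjusted p = 0.000179). The epithelial bta-miR-215 went the other way, with 32505 ± 19817 CPM in the duodenum and 1189 ± 618 in the cecum (adjusted p = 0.000146). The large intestine was higher in bta-miR-205, a miRNA of stratified epithelium, with 8.40 ± 7.11 CPM in the cecum and 1.04 ± 1.76 in the proximal jejunum (adjusted p = 0.000352). The other epithelial miRNAs bta-miR-192 and bta-miR-194 did not pass between regions (adjusted p = 0.473 and 0.747).

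Between SS and NS the median log2 fold changes of the lists reached 2.61 (erythrocytes, descending colon), and steers varied widely. That value rested on SS299, in which the erythrocyte miRNAs summed to 14942 CPM, against at most 1438 CPM in the other steers. Over 85 tests of 15 lists in 6 regions, fry for a change in 1 direction called 0 (smallest adjusted p = 0.592, 7 at an unadjusted p under 0.05), and camera with an estimated correlation called 0 (smallest adjusted p = 0.776). For change in either direction fry called 6, of which 5 are the miR-2284 and miR-2285 family and 1 is the let-7 family in the cecum (adjusted p = 0.0833), where all 10 members had a negative log2 fold change (median -0.19) after TMM while their summed CPM was not lower (29264 ± 10403 in NS and 31956 ± 8923 in SS, SD, n = 5 steers each), and bta-let-7d and bta-let-7e were lower when adjusted over the list alone, the latter also over the miR-99/100 list. No member of the leukocyte, endothelium, chromosome 21 and miR-29 lists passed in any region in edgeR's quasi-likelihood test, also when adjusted over the list alone, while DESeq2 called bta-miR-409a and bta-miR-379 of the chromosome 21 list higher in the distal jejunum (adjusted p = 0.0897 and 0.0863). Adjusted over the list alone, bta-miR-129 and bta-miR-9-3p of the neuron list and bta-miR-10a of the HOX list were higher in the proximal jejunum of SS, bta-miR-145 of smooth muscle was lower in the spiral colon, bta-miR-216b of the pancreas was lower in the duodenum, and bta-miR-92b of the miR-17-92 clusters was higher in the spiral colon.

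Some miRNAs differed between steers of 1 phenotype in a test over the libraries of 6 regions. Among NS steers 9 of 381 miRNAs did so at an FDR of 10% in edgeR's quasi-likelihood F test. They were led by bta-miR-378b (adjusted p = 1.48e-06), bta-miR-2415-3p (0.00253), bta-miR-2284j (0.00456), bta-miR-2419-5p (0.00725) and bta-miR-2284d (0.0297). Among SS steers 146 miRNAs differed. The SS steers include SS299, whose libraries stood apart in epithelial miRNAs, and the test was not run without SS299. So these numbers do not show that SS steers vary more than NS steers in general. The mean level of bta-miR-2284j over the regions was 0.4657 CPM in NS745 and 3.68 to 5.49 CPM in the other NS steers, and that of bta-miR-2284d was 0.707 CPM and 3.06 to 5.64 CPM. The genes MIR378B and MIR2284J lie on chromosome 15, where 15 of the 341 matched miRNAs lie; whether the steers differ there was not tested.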
